A study of Mus musculus with 4 samples. Its data were reported in "TET enzymes regulate skeletal development through increasing chromatin accessibility of RUNX2 target genes" (2022).

How the data were processed

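Chromatin accessibility was measured by ATAC-seq in primary osteoblasts of WT and TCKO mice, with 2 samples per genotype (4 in all) from 3-day-old animals of the C57BL/6 strain per the labels. A protocol text of the labels gave 3 repeats per genotype, so how many libraries were merged is uncertain. According to its methods, the study aligned the reads end to end with STAR to GRCm38, kept uniquely mapping reads with few mismatches, merged the replicates of each genotype and called peaks with MACS2 using its call-summits option. Whether duplicate or mitochondrial reads were removed before counting was not stated, nor was a shift of reads for the transposase.

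The authors deposited a table of raw read counts per region with one merged column per genotype, made with bedtools multicov per the file headers and file naming. No other column of sample values was left aside. Of the 255864 regions, 99.9% were identical to the merged intervals of both peak lists, so a region was in the table if it was called in either genotype. The authors' deposited peak lists gave for each summit a fold enrichment, which is a ratio to the local background of the same library, and the −log10 of its p-value and q-value. They were used to filter and rank peaks within each list and to recover pileups and backgrounds. Folds, pileups and backgrounds at summits of both lists were also compared between the genotypes, as a check on the scaling. All 22 reference sequences checked were long enough for the highest coordinate in the files, so coordinates were read as GRCm38, and they are given counted from 1.

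Because replicates were merged, the planned edgeR quasi-likelihood test could not be run and no p-value was computed. The ratio of each region was log2 of the scaled TCKO count plus 1 over the WT count plus 1, with TCKO scaled to the WT total count, and the cutoff was a fold of 2 as in the study. Alternative factors came from TMM (edgeR 4.0.16, R 4.3.3) and median-of-ratios size factors (DESeq2 1.42.0). Other alternatives were no scaling, a loess fit (statsmodels 0.14.6, span 0.3), removal of the median in 20 bins of GC content, folds of 1.5 and 3, at least 50 counts, autosomes only, 10 counts added and an interval wholly past the cutoff. Total counts were 56898657 in WT and 34608167 in TCKO, which sets the precision, and intervals are 95% Wilson intervals of the TCKO share of the counts.

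MACS2 writes a fold of (pileup + 1) over (background + 1) and a Poisson p-value, and both equations were solved for the pileup and the background at each summit. The pileup came out whole at 100% of summits in both lists. The lowest background, 1.98 reads in WT and 1.91 in TCKO, is the genome-wide level, below which the caller sets no local background, and the shortest interval, 98 bp in WT and 102 bp in TCKO, was taken as the fragment length. Their quotient gave a depth per bp for an alternative scaling added after the data were seen. By default this caller drops duplicate reads, so these values were read as deduplicated.

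Peak intervals were compared with bedtools 2.31.1, counting an overlap of at least 1 bp. Stricter lists had a −log10 q-value of at least 5 or at least 10. Regions were annotated with protein-coding genes of GENCODE M21. Promoters lay within 1 kb of a transcript start (2 kb as an alternative), and loci summed the regions overlapping a gene or the 2 kb before its start (within 2 kb of the start, or 25 kb on either side, as alternatives). Consensus sequences were searched on both strands in 200 bp around the midpoint, and shares were set against 10000 random lists of unchanged regions matched in 50 bins of mean count. Lists of loci were set against 10000 random lists with each member drawn from its 200 neighbours in count. Named genes were those the study knocks out or names, for accessibility or as markers of bone and cartilage cells, from a list fixed whatever their values, and named regions were the 5 largest falls and the 5 largest rises among regions past the cutoff with at least 200 counts in the genotype with more reads. Marker lists were made for macrophages or osteoclasts, endothelial cells and skeletal muscle. These lists, the rules for named genes and regions, the consensus sequences and the alternatives were chosen before the data were examined, except where stated. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

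The steps were tested on simulated data. Among 255864 simulated regions, 199 of 200 regions changed 4-fold were recovered, and 0.452% of the unchanged regions passed the cutoff. Of the intervals of 189704 regions with a mean of at least 50, 95.0% held the true ratio. The simulated reads were independent, so this coverage does not extend to counts with duplicate reads. The pileup was recovered at 100% of 19851 simulated summits.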

Results

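ATAC-seq, in which a transposase cuts and tags accessible DNA so that local read density measures chromatin accessibility, was carried out on primary osteoblasts, the bone-forming cells, isolated from 3-day-old mice. WT mice were compared with TCKO mice, in which Prx1-Cre, a recombinase active in mesenchymal cells, acted on floxed alleles of *Tet1*, *Tet2* and *Tet3*. These genes encode the TET dioxygenases, which oxidise 5-methylcytosine. The labels listed 4 samples, 2 for each genotype, but one of their protocol texts spoke of 3 repeats, so the number of libraries merged per genotype is uncertain. The count table held a single merged column per genotype, so the spread between replicates could not be measured and no test of genotype was made. Each difference given here therefore compares 2 merged libraries and has no replicate check. The table covered 255864 regions with a median width of 243 bp on the autosomes, X and Y. Total counts over these regions were 56898657 in WT and 34608167 in TCKO, and the median region held 86 counts in WT and 60 in TCKO. Chromosome X took 1.53% of the WT counts and 1.51% of the TCKO counts, and chromosome Y took 5753 and 3970 counts. All intervals below are 95% Wilson intervals that cover counting error only, since reads without molecular identifiers are not independent molecules.

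The targeted genes were examined first. The *Tet1* locus (ENSMUSG00000047146, GRCm38 chromosome 10, 62804570 to 62908996) held 6587 counts in WT and 3574 in TCKO, a log2 ratio of -0.16 (-0.22 to -0.11) after scaling to the total count. *Tet2* (ENSMUSG00000040943, chromosome 3, 133463679 to 133545139) held 2842 and 1486 counts, a log2 ratio of -0.22 (-0.31 to -0.13). *Tet3* (ENSMUSG00000034832, chromosome 6, 83362373 to 83459084) held 5494 and 3040 counts, a log2 ratio of -0.14 (-0.20 to -0.07). The median over the 50 regions of these loci was -0.12, at percentile 3.96 of 10000 random lists of regions matched on mean count. The *Tet3* direction changed when only regions within 2 kb of its start were summed, with a log2 ratio of 0.024. Accessibility of a locus does not measure its expression, so these values do not check the knockout.

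Peaks were compared next, to ask how far the accessible sites of both genotypes coincided. The authors called 230458 distinct peak intervals on the merged WT samples and 180816 on the merged TCKO samples, which covered 77.5 Mb and 52.6 Mb. The median interval was 244 bp wide in WT and 215 bp in TCKO. Of the WT peaks, 63.3% (63.1% to 63.5%) overlapped a TCKO peak by at least 1 bp. Of the TCKO peaks, 85.4% (85.3% to 85.6%) overlapped a WT peak. Of the alternatives tried, taking the 180816 peaks with the lowest q from each list moved both shares most, to 73.9% for WT and 78.8% for TCKO. Regions with a summit in both lists numbered 145301, against 84395 with a summit only in WT and 26168 with a summit only in TCKO. The regions with a summit only in WT still held a median of 28 TCKO counts beside 52 WT counts. Those with a summit only in TCKO held a median of 25 WT counts beside 38 TCKO counts. These counts were not scaled, and the WT total was the larger, so a part of the unequal overlap may follow from depth.

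The next comparison asked how many regions changed accessibility without the TET enzymes. After scaling to the total count and adding 1 count to each genotype, 11552 regions were at least 2-fold lower in TCKO and 31428 were at least 2-fold higher. These were 4.51% and 12.3% of all regions, and the lower regions made up 26.9% of those past the cutoff. Counting error alone, drawn 20 times from unchanged libraries of the same depth, gave a mean of 740.8 lower and 344.3 higher regions. These draws took each read as independent, so duplicate reads and the spread between replicates would add to both numbers. The split between lower and higher regions moved most with the scaling. With no scaling, 65511 regions were lower and 8113 higher, and the lower regions made up 89.0% of those past the cutoff. With a depth taken from the background of the peak caller, a setting chosen after the data were seen, 50885 were lower and 10002 higher, a lower share of 83.6%. That depth was read as deduplicated, while the counts included reads that share a start. This setting may therefore scale the TCKO counts too little. In regions with a summit in both lists, WT over TCKO was 1.64 for counts and 1.30 for deduplicated pileups. Removing the trend of the ratio with mean count by loess gave 14984 lower and 24574 higher regions, a lower share of 37.9%. The factor applied to the TCKO counts was 1.64 for the total count, 1.56 for TMM, 1.57 for DESeq2 size factors and 1.08 for the peak caller background. The lower and higher regions were about equally many at a factor of 1.4. Which direction was the more frequent was therefore set by the scaling.

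**Figure D1:**
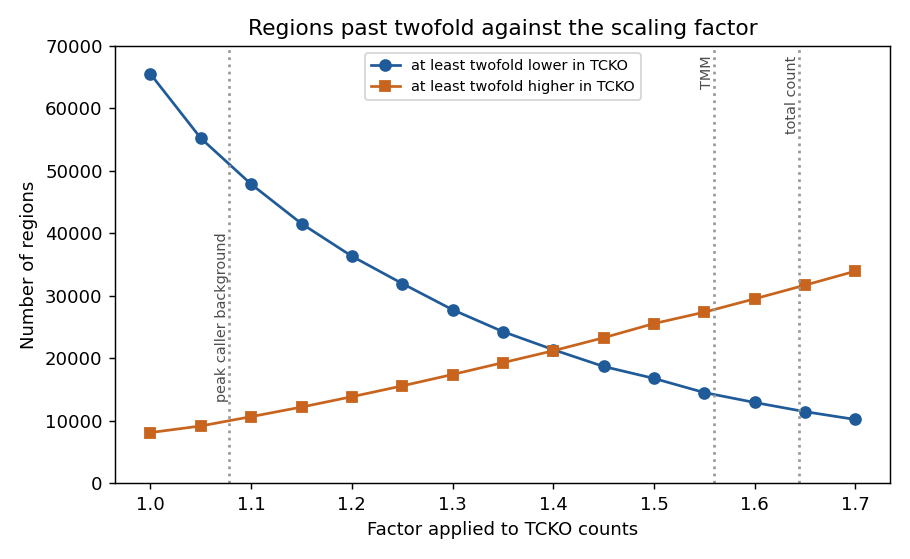
Number of regions at least 2-fold lower (circles) or higher (squares) in TCKO, on the vertical axis, against the factor applied to the TCKO counts on the horizontal axis, with dotted lines at 3 of the factors used. The curves cross at a factor of 1.4, between the peak caller background (1.08) and TMM (1.56).

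The median log2 ratio of all regions was 0.06 (0.06 to 0.07, from order statistics) after scaling to the total count, -0.010 with TMM and -0.54 with the peak caller background. The ratio varied with the count of the region. The median was -0.09 in the lowest twentieth of the regions by count, 0.22 in the sixth and -0.14 in the highest. Regions past the cutoff were weakly covered, with a median of 104 counts over both genotypes for lower regions and 79 for higher regions, against 168 for the others. Only 1673 lower and 9767 higher regions had an interval of the ratio that lay wholly past 2.

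Positions relative to genes were then examined, with a promoter region defined by a midpoint within 1 kb of the start of a protein-coding transcript. Promoter regions made up 4.09% (3.74% to 4.46%) of the lower regions, 3.37% (3.17% to 3.57%) of the higher regions and 12.3% (12.1% to 12.4%) of the other regions. Within 2 kb these shares were 6.60%, 5.83% and 16.2%. They were not matched on count. Promoter regions held a median of 493 counts against 129 for intergenic regions, and regions past the cutoff were weakly covered. Coverage may therefore account for a part of the lower promoter share among them. With the peak caller background the share within 1 kb was 6.22% in the lower and 2.66% in the higher regions, a wider contrast than with the total count. Intergenic sequence held 46.4% of the lower regions and 54.2% of the higher regions. The median log2 ratio was -0.06 for the 27616 promoter regions and 0.12 for the 118722 intergenic regions. After removal of the trend with mean count the intergenic median was 0.02, and the promoter median differed from 0 by less than that.

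The share of regions with a consensus sequence was compared with that of unchanged regions matched on mean count, for transcription factor families that the study names and, in addition, for CTCF. The Runt consensus, bound by RUNX2, lay in the central 200 bp of 10.1% (9.61% to 10.7%) of the lower regions against 9.14% of matched regions, a ratio of 1.11. It lay in 8.03% (7.73% to 8.33%) of the higher regions against 9.49%, a ratio of 0.846. Matching on GC content as well gave ratios of 1.08 and 0.799. The bZIP consensus, bound by AP-1 factors, lay in 5.37% (4.97% to 5.79%) of the lower regions against 16.0%, and in 33.7% (33.1% to 34.2%) of the higher regions against 15.9%. Each of these 4 shares lay beyond those of all 10000 random lists. The TEAD consensus lay in 9.04% of the lower regions against 9.23%, within the range of the random lists (percentile 24.7), and in 10.5% of the higher regions against 9.21%. The homeobox consensus was within the range of the random lists in both sets, with 2.76% of the lower and 2.53% of the higher regions. After matching on GC content as well, its share of the higher regions lay below all random lists, with a ratio of 0.853. In lower regions the homeobox ratio was 1.16 (1.06 to 1.27, percentile 99.8) over the whole region. With the peak caller background it was 1.06 (1.01 to 1.12, percentile 98.9). After GC matching and after loess its percentiles in lower regions were 75.6 and 79.2. CTCF, the insulator protein, had its consensus in 0.381% of the lower regions against 2.08%, and in 0.255% of the higher regions against 1.83%. With the peak caller background the CTCF share of the lower regions was 1.04% against 2.29%. The CTF palindrome was rare. It was found in 5 lower regions, a ratio of 1.35 (0.575 to 3.15) within the range of the random lists (percentile 82.5), and in 3 higher regions, a ratio of 0.301 (0.102 to 0.886, percentile 1.09). With the peak caller background it was found in 24 lower regions, a ratio of 1.52 (1.02 to 2.26, percentile 98.3), and in 0 of the 10002 higher regions, where the interval of the share reached 0.0384%. Matched regions held it at 0.0250%, so this 0 did not differ detectably (percentile 8.49). Directions for Runt, bZIP and CTCF held under each scaling tried for this comparison. Regions are not replicates, so the percentiles describe these libraries only.

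**Figure D2:**
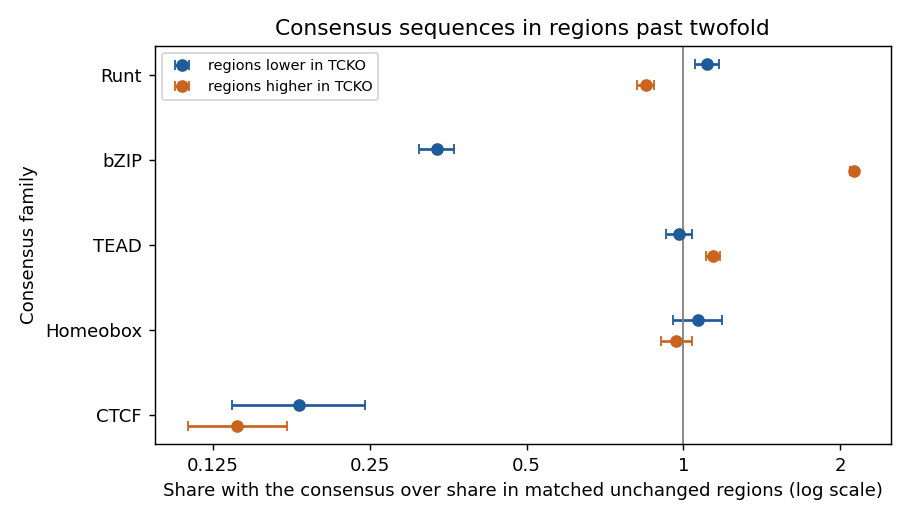
Share of regions with each consensus sequence except CTF in the central 200 bp, divided by the share in unchanged regions matched on mean count (horizontal log axis), for regions at least 2-fold lower or higher in TCKO; bars are 95% Wilson intervals of the share. The bZIP ratio is 0.336 in lower and 2.12 in higher regions, and the Runt ratio is 1.11 and 0.846.

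Loci of RUNX2 target and osteogenic genes that the study names were compared as sums of counts over the regions that overlap the gene or the 2 kb before its start. Of 11 such loci with regions, 10 had a log2 ratio below 0, with a median of -0.27 (-0.37 to -0.12 from resampled counts). With the peak caller background the median was -0.87, and with TMM it was -0.34. It was smaller in size within 2 kb of the starts (-0.17) and with 25 kb on either side (-0.15). The median over the 132 regions of these loci was -0.20, below the medians of all 10000 matched lists, whose own median was 0.04. *Runx2* alone gave 69 of these regions, and regions of the same locus are not independent. The study had described *Alpl*, *Col1a1*, *Col1a2*, *Ctsk*, *Fgf7*, *Clec11a*, *Cys1* and *Mmp13* as less open in TCKO from these same data. The percentile is therefore no independent test of these loci. *Alpl* (ENSMUSG00000028766, chromosome 4, 137741733 to 137796384) held 3701 counts in WT and 1724 in TCKO, a log2 ratio of -0.38 (-0.47 to -0.30). Its ratio was -0.13 within 2 kb of its start and -0.21 with 25 kb on either side. Its region with most counts lay in an intron (137748694 to 137749199) and held 593 and 196 counts, a log2 ratio of -0.88. With the gene and the 2 kb before its start summed, the lowest ratio was at *Ctsk* (ENSMUSG00000028111, chromosome 3, 95499256 to 95509362). *Ctsk* held 1379 and 460 counts over 2 regions, a log2 ratio of -0.87 (-1.02 to -0.71). With 25 kb on either side it was -0.34, and *Clec11a* was lower at -0.38. *Clec11a* (ENSMUSG00000004473, chromosome 7, 44302687 to 44306902) held 7302 and 3367 counts, a log2 ratio of -0.40 (-0.46 to -0.34). The ratios of *Cys1* (-0.34), *Mmp13* (-0.34), *Sp7* (-0.27) and *Col1a2* (-0.09) had intervals below 0. The intervals of *Col1a1* (-0.09), *Bglap* (-0.15) and *Fgf7* (-0.05) included 0, so no difference was detectable at this depth under this scaling. The *Fgf7* ratio depended on the regions summed, with -0.58 within 2 kb of its start and 0.0050 with 25 kb on either side. *Runx2* itself (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) held 17646 and 10735 counts over 69 regions, a log2 ratio of 0.00 (-0.03 to 0.03). The ratio fell below 0 within 2 kb of the start (-0.17), with TMM (-0.075) and with the peak caller background (-0.61). No region overlapped the *Col10a1* locus. These loci are set apart here relative to all regions, whose median itself moved with the scaling.

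**Figure D3:**
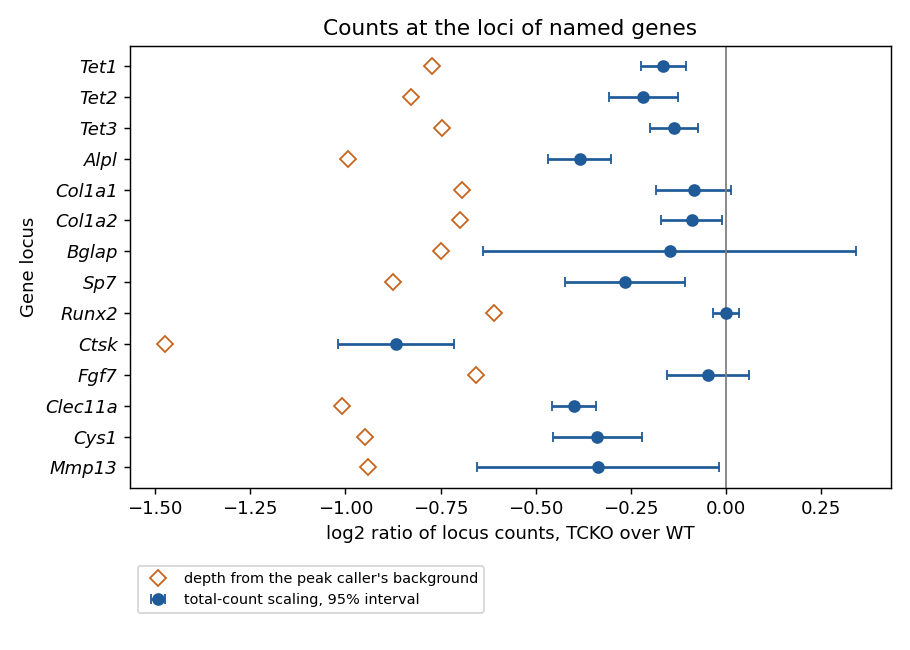
Log2 ratio of summed counts in TCKO over WT (horizontal axis) for each named locus (vertical axis), with filled circles and 95% intervals for total-count scaling and open diamonds for the depth from the peak caller background. *Ctsk* lies lowest at -0.87 and *Runx2* lies at 0.00 under total-count scaling, and every diamond lies below 0.

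Single regions were named by rank, as the 5 with the largest fall and the 5 with the largest rise among those with at least 200 counts in the genotype with more reads. The largest fall was in an intron of *Arnt2* (chromosome 7, 84380806 to 84381164), with 325 counts in WT and 6 in TCKO, a log2 ratio of -4.91 (-6.18 to -3.91). The other 4 falls lay on chromosome 10 within 0.434 Mb, in a stretch of 2 Mb that also held 5 of the 13 regions of the genome with at least 50 WT and at most 3 TCKO counts. They were at 22413786 to 22414060 (269 and 7 counts), 22058405 to 22059098 (781 and 28 counts), 22140694 to 22141409 (457 and 17 counts) and 22491698 to 22492541 (397 and 16 counts). The region from 22140694 lay in an intron of *E030030I06Rik* and the rest were intergenic, with *Raet1d* or *4930444G20Rik* holding the nearest annotated start. Their log2 ratios ran from -4.43 to -3.87. The largest rise was in an intron of *Rasal2* (chromosome 1, 157392861 to 157393581), with 0 counts in WT and 261 in TCKO. Against the floor of 3 counts that a count of 0 allows, it was 143-fold higher in TCKO, which leaves out the error of the TCKO count. The lower limit of its Wilson interval, a log2 ratio of 6.80, was a smaller fold. The region in an intron of *Spock3* (chromosome 8, 63334939 to 63335730) held 112 and 616 counts, a log2 ratio of 3.17 (2.89 to 3.47). An intergenic region on chromosome 10 (32984781 to 32985383) held 82 and 417 counts, a log2 ratio of 3.05 (2.72 to 3.40). An intergenic region on chromosome 4 (38748211 to 38748578) held 54 and 222 counts, and a region in an intron of *Grm8* (chromosome 6, 27542726 to 27543151) held 64 and 253 counts. Each of these directions held after loess and with the peak caller background.

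**Figure D4:**
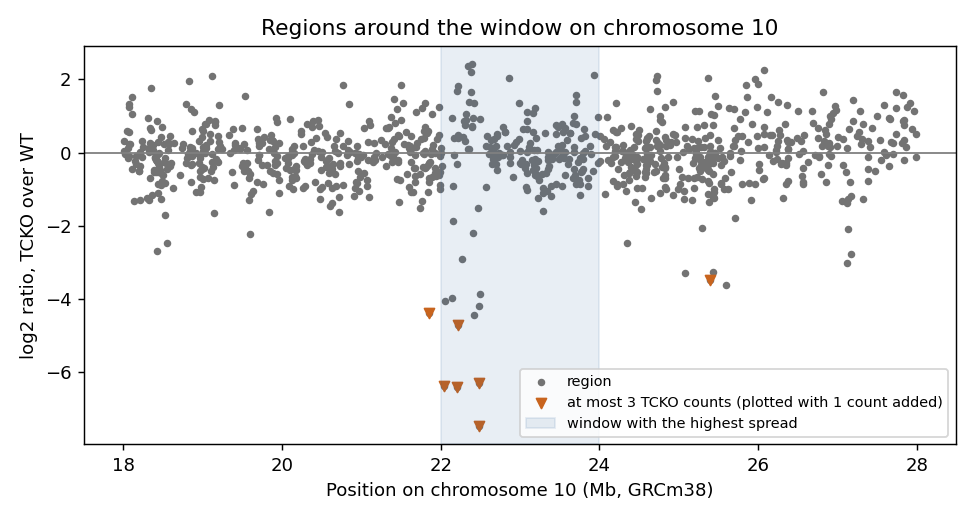
Log2 ratio of TCKO over WT counts, scaled to the total count (vertical axis), against position on chromosome 10 from 18 to 28 Mb (horizontal axis) for the 978 regions with at least 50 counts in 1 genotype. Triangles mark the 7 regions with at most 3 TCKO counts, and the shaded window from 22 to 24 Mb holds 5 of them.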

Values the study reported

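The study reported 39643 regions that went from open to closed and 13302 that went from closed to open in TCKO osteoblasts.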

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

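No paired analysis was possible because the count table merges the replicates of each genotype. For the same reason leaving out a replicate and the tests with edgeR and DESeq2 could not be run. The depth from the peak caller background, loess for the consensus sequences and the named regions, and each scaling alternative for the promoter shares were chosen after the data were seen.

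The split of regions past 2-fold reversed with the scaling. Lower regions made up 26.9% with the total count, 33.7% with TMM, 32.5% with DESeq2 size factors, 37.9% after loess and 36.1% after removal of the GC trend. They made up 89.0% (65511 lower, 8113 higher) with no scaling and 83.6% (50885 lower, 10002 higher) with the peak caller background. The other choices kept the direction. The share was 36.1% (33794 lower, 59704 higher) at a fold of 1.5, 16.3% (2006 and 10316) at a fold of 3, 14.6% (1673 and 9767) for intervals wholly past the cutoff and 22.8% (7218 lower) with 10 counts added. Fewer regions pass a stricter cutoff by construction. With TMM, DESeq2 size factors, loess, removal of the GC trend, autosomes alone or at least 50 counts, the numbers of lower and of higher regions stayed within 1.5 times those with the total count. The median log2 ratio of all regions changed sign, from 0.06 to -0.010 with TMM, -0.64 with no scaling and -0.54 with the peak caller background. A factor shifts all regions alike, which by construction moves the median.

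Stricter q-values left 141378 WT and 105292 TCKO peaks at a −log10 q of at least 5, and 88669 and 60158 at 10. The overlapped share of WT peaks was 64.4% and 60.9% there, 53.5% when at least 50% of the peak had to be covered and 73.9% with equal numbers of peaks. For TCKO peaks it was 89.1%, 90.9%, 82.1% and 78.8%. In each setting the TCKO share was the higher. Promoter shares rose to 6.60% in lower and 5.83% in higher regions within 2 kb, which widens the definition by construction. With the peak caller background they were 6.22% in lower and 2.66% in higher regions, and after loess 3.14% in higher regions. The lower regions kept the larger share in each setting, and the cause of the shift with scaling was not tested.

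For the Runt consensus, the ratio to matched regions stayed above 1 in lower regions, with 1.21 over the whole region and 1.18 with the peak caller background. It stayed below 1 in higher regions, with 0.799 after GC matching, 0.899 over the whole region and 0.813 with the peak caller background. The bZIP ratio in lower regions was 0.390 over the whole region and 0.402 with the peak caller background. In higher regions it was 2.01 after GC matching, 2.03 after loess and 1.72 with the peak caller background. The small TEAD deficit in lower regions had a ratio of 0.948 (0.900 to 0.997, percentile 1.68) after loess. It reversed to ratios of 1.14 over the whole region and 1.01 with the peak caller background. The homeobox ratio in higher regions reversed to 1.05 and 1.04 under the same settings. The cause was not tested.

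The median of the osteogenic loci stayed below 0 in each alternative. It ran from -0.15 with 25 kb on either side to -0.87 with the peak caller background. *Tet3* changed sign to 0.024 within 2 kb of its start, and *Fgf7* to 0.0050 with 25 kb on either side. *Runx2*, at 0.00 with the total count, went to -0.17 within 2 kb of its start, -0.075 with TMM and -0.61 with the peak caller background. The values with TMM and the peak caller background follow from the factor, which by construction shifts all loci alike. The cause of the changes with the regions summed was not tested. Of the comparisons for single loci, named regions and the remaining consensus families, 37 others moved past their counting interval without a change of direction and 73 did not.

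Depth limits the single regions. The median count over both genotypes was 104 for lower regions and 79 for higher regions, and the missing replicates leave the biological spread unknown for each result.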

Other observations

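Tests of duplicate reads, enrichment, GC content as a cause of the split, the chromosome 10 and chromosome 8 windows, CTCF under mean count and bZIP under scaling were chosen only after the result was seen, as were the comparison of the *Tet* genes with other genes and the rule that set the spread of random lists beside the marker lists.

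The number of regions at least 2-fold lower in TCKO here was 11552. That is lower than the value quoted from the study above. The number at least 2-fold higher was 31428. That is higher than the value quoted from the study above. Of a range of factors applied after the data were seen, 1.15 gave 41555 lower and 12194 higher regions and 1.2 gave 36343 and 13849. The factor that the study used was not known.

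The direction changed with the scaling, and the counts and the background of the libraries stood in different proportions. WT over TCKO was 1.64 for counts in regions with a summit in both lists and 1.04 for the genome-wide background. The region with most counts (chromosome 17, 39843033 to 39847350) held 103219 and 107319 counts, beside 8636 possible read starts on both strands, so reads that share a start were counted there. Duplicate reads were tested as the whole cause. Pileups of the peak caller, which drops duplicates by default, at shared summits stood at 1.30, and at 1.18 for low pileups, which argues against it, though a part stays open. Leaving out the 1% of regions with most counts left the factor at 1.62, which argues against a few dominant regions. The count ratio of WT over TCKO differed with GC content, from 1.42 to 1.78 over 20 bins of regions. In the bin nearest the genome mean of 41.7% GC it was 1.48, and 1.24 for pileups, against a depth ratio of 1.08 from the peak caller background. This argues against GC content as the whole cause, though it may account for a part. The fold enrichment was lower in TCKO at 69.7% of the 145301 shared summits. This fold is made from the same pileups and backgrounds, so it restates their proportions and tests no cause. A lower signal-to-noise of the TCKO library and a general loss of accessibility cannot be told apart, as each genotype has a single merged library.

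The bZIP consensus was commoner among higher and rarer among lower regions than in matched regions. The lowest ratio among higher regions over the scalings was 1.72, which argues against scaling as the cause. More AP-1 bound sites in TCKO cells may account for it, which was not tested. The consensus contains no CpG, and higher regions were poor in CpG, with a mean of 0.855 per 100 bp against 1.498 in lower and 1.82 in other regions. Within 91 of 100 bins of GC content and count, the log2 ratio fell with CpG density (Spearman correlation past 0.05 in size). It rose past that size in 6 bins, and the median correlation was -0.17. These correlations run across regions, which are not independent replicates. CpG density beyond GC content may therefore matter. A loss of TET activity is among the open explanations, and no methylation data were analysed here. The study listed bZIP, with CTF, Runt, homeobox and TEAD, among the motif families most enriched in regions that closed in TCKO. The bZIP deficit among lower regions here runs the other way. The study searched its own set of closed regions with HOMER and did not state the background, so the results are not measured alike.

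CTCF was rare in both sets of changed regions, at 0.183 of the matched share in lower regions with the total count and 0.457 with the peak caller background, so mean count alone does not account for it. The Runt ratio in lower regions was 1.08 after matching on GC content, at percentile 99.6 of the random lists, which argues against GC content as the whole cause. The difference between promoter and other regions was small once counts were matched, as the medians differed by over 0.1 in 7 of 50 bins of mean count. Promoters still had the lower median in 39 of these bins, with a median difference of -0.023. Mean count may therefore account for much of the difference, and a small part remained.

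The shift of the osteogenic loci could also follow from a different share of other cells. Promoters of macrophage or osteoclast genes had a median log2 ratio of -0.10 (6 of 10 genes with counts, percentile 12.9). Endothelial genes had 0.04 (7 genes, percentile 48.1) and skeletal muscle genes 0.12 (8 genes, percentile 66.0). The central 95% of random lists ran from -0.29 to 0.68 for the first list, wider than the shift of the loci, so a different share of cells and a change within osteoblasts cannot be told apart. Promoters with a WT peak numbered 5, 6 and 8, so a part of each list was accessible in the WT cells. The median count over both genotypes was 134.5, 483 and 348.5, and no gene was on more than 1 list. *Ctsk* is itself expressed in osteoclasts.

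Within *Tet2* the region from 133468865 to 133469160 on chromosome 3, 116 bp from an exon, fell from 71 to 7 counts. Within *Tet3* the region from 83372778 to 83373040 on chromosome 6, 154 bp from an exon, fell from 71 to 8 counts. Both lay over 4 times below the median ratio of their gene. Deletion of floxed exons is a candidate explanation, but no region of *Tet1* fell as far, and 3.74% of 748 other genes with 15 to 19 regions held such a region. The position of the floxed exons was not analysed here, which keeps it open.

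Losses gathered on chromosome 10. Of 1109 windows of 2 Mb, the window from 22 to 24 Mb had the highest SD of the log2 ratio after loess, 1.29 against 1.02 for the next. Among the 111 regions behind this SD, 7 were 4-fold lower and 3 were 4-fold higher, so rises added to it too. Of 13 regions with at least 50 WT and at most 3 TCKO counts, 8 lay on chromosome 10, and 5 of these lay in this window. The others on this chromosome started at 21849354, 25397889 and 88225570, the last of them beyond *Tet1*, so such losses were not confined to the window. A window fixed in advance would hold 0.0128 by chance. This window was picked for its SD, which such regions raise, so that number is no test of the cluster. Against the floor of 3 counts, those of the 5 with 0 TCKO counts were 15.8-fold to 36.1-fold lower, which leaves out the error of the WT counts. The region from 22222700 held 69 WT counts and 1 TCKO count. A closed region would usually keep background reads, so a DNA difference between the mice (strain haplotype, deletion or copy number) may account for these 5, although the labels give the same strain throughout. *Tet1* lies on the same chromosome. The 16 windows between had a median SD of 0.585, at percentile 65.1 of runs on other chromosomes, so an unbroken segment from the donor strain of the targeted allele cannot be told apart from an isolated difference, since strain differences can leave accessibility unmoved. The named regions of this window may therefore not be regulatory changes. In the reverse direction 5 regions of the genome held at most 3 WT and at least 50 TCKO counts, the *Rasal2* region among them.

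On chromosome 8, the window from 20 to 22 Mb rose as a block. Of its 191 regions, 182 had a ratio above 0, with a median of 1.14, against 0.08 in the flanking 383 regions. Local background at its 102 shared summits had a median log2 ratio of 0.07, at percentile 100 of random lists matched on the ratio of counts, whose median was -0.04. The size of 0.07 is far below that of the counts, but at 47 of these summits the background was at the genome-wide level in a library, below which it cannot fall. At the 55 others the background ratio lay 0.55 (0.49 to 0.58 from resampled summits) above that of such summits elsewhere. On the same scale counts rose by 0.94 (0.88 to 1.09) and deduplicated pileups by 0.68 (0.55 to 0.82). A higher copy number of the segment in the TCKO mice would raise them alike, so it cannot be told apart from a rise in accessibility, as the background rose less than the counts but more than at summits with the same count ratio. Summits of one window are not independent, and reads shared between gene copies there were not tested.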
